A study of Mus musculus with 6 samples.

How the data were processed

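The series holds 6 samples, each a 384-well plate of single mouse bone marrow cells processed by CEL-seq2, in which transcripts are captured by their polyA tail and tagged with a well barcode of 8 bases and a unique molecular identifier (UMI) of 6 bases. The titles place 2 plates in an experiment called DL162 and 4 plates in a later one called DL193, and those were the groups compared. Per the labels, donor stem and progenitor cells were marked with the division dye Cell Trace Violet, given to recipients that had not been irradiated, and dye-positive cells were sorted from the marrow on day 4 after PBS or Flt3 ligand (Flt3L) had been given for 3 days. Neither the labels nor the count tables assign a treatment to a plate or a well, so Flt3L was not compared with PBS. The cell surface values recorded at the sort were not used here.

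The deposited tables give raw UMI counts per gene and well, 383 wells per plate, with Ensembl gene identifiers and no normalization. The aligner, the genome build and the annotation behind the counts are not stated in the labels used here, so no coordinates are given. The labels state that cells were pooled per plate during library preparation and that plates held a primer and ERCC spike-in mix. ERCC entries were present in the 2 DL162 tables (71 and 77 of them) and there were 0 in the DL193 tables, so the planned scaling to spike-ins and the planned comparison of spike-in shares could not be run. A 6-base UMI distinguishes 4096 molecules per gene and well. The largest entry was 2138, and the 523 entries above 10% of 4096 held 1.26% of all UMIs, so the counts were left uncorrected for UMI collisions.

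Symbols came from a table of Ensembl identifiers, which matched 99.8% of the identifiers on every plate. Counts were summed over genes without ERCC entries, and a well was kept when it held at least 1000 such UMIs. This left 329 and 340 wells of DL162 and 338, 322, 331 and 336 wells of DL193, 1996 in all, which held at least 99.3% of the UMIs of each plate. No doublet caller was run, since cells had been sorted singly, and wells with 2 cells were not looked for. Intervals on shares are exact (Clopper-Pearson) binomial intervals at 95%, and the limit behind a count of 0 is 3 counts. Both cover counting error only.

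No cell annotation was used, so wells were clustered with scanpy 1.11.5 and leidenalg 0.10.2 under Python 3.11.15. Counts were scaled to equal totals and log transformed, 2000 variable genes were chosen across plates, and 30 principal components with 15 neighbours fed Leiden clustering at resolution 1, with seed 1. The plates were not integrated. The genes of the antibody panel, the cell cycle list and the sex-linked list, mitochondrial genes and nuclear copies of mitochondrial genes were left out of the clustering. Histone genes stayed in. The copies were 4 genes listed by hand in a first clustering. After its result was seen, they were replaced by 11 genes found by sequence (BLAST 2.17.0, at least 95% identity over at least 150 bases to a mitochondrial transcript in GENCODE M21). Class membership moved between those runs, and the first one is kept among the alternatives.

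A cluster took the name of the cell type with most markers raised. The lists held 6 to 12 markers for 13 cell types. A raised marker had a log2 fold of at least 1 against all other kept wells (10 CPM added, where CPM is counts scaled to equal library totals) and a UMI in at least 10% of the cluster's wells. A cluster stayed unnamed with fewer than 3 such markers, with more markers of another type among its 10 leading genes, or with a median UMI count below its plates' medians divided by 3 and no marker of its own among those genes. These thresholds were set before the first clustering, though after the tables had been read, and did not change. Names end in "-like" because they rest on transcripts alone. Of 17 clusters, 12 were named, in 11 classes, and 5 clusters with 838 wells stayed unnamed.

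Cells are not replicates, so counts were summed over the kept wells of a plate, and the plate was the unit of every test. The main test between experiments was edgeR 4.0.16 (quasi-likelihood, TMM normalization, its default filter on low counts) under R 4.3.3, without a block, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. A gene was called when it passed. In edgeR's results, the standard error printed is the log2 fold change divided by the square root of its F statistic. Each class with at least 10 wells in it and 10 outside it on at least 3 plates was tested against the other kept wells of the same plates, with the plate as a block. Whether a class effect differed between experiments was tested as an interaction, in classes with at least 2 such plates in each experiment. For the 3 lists fixed in advance (12 antibody panel genes, 20 dendritic cell genes and 20 cell cycle genes), p-values were also adjusted over the list alone. Shares, depth and quality were compared by exact two-sided permutation of the plates over all 15 splits into 2 and 4, in which the smallest possible p is 0.0667. Summed cell cycle expression was tested by exact two-sided sign flips over plates.

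Named genes followed a rule written before the data were examined. It allows every gene of the 3 lists that passed the filter, the 5 sex-linked genes, the leading genes of a cluster, and, between experiments, the 5 genes in each direction with the largest fold change among called genes whose plates did not overlap and whose mean was at least 20 CPM. Any gene outside it is said to have been chosen after its values were seen. Near-identical transcripts (at least 95% over 150 bases) and overlapping genes of named genes were looked up in GENCODE M21, which need not be the annotation behind the counts, and whether counting used strand is not stated.

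The alternatives written in advance were DESeq2 1.42.0, library sizes without TMM, no filter on low counts, a minimum of 2000 UMIs, every well kept, equal weight per well with limma 3.58.1 on log2(CPM + 1), the plate number as a block or the plate block left out, Leiden resolutions 0.5 and 2, expression centred per plate, wells thinned to 1000 UMIs, plate means in place of medians, and each plate left out in turn. Leaving out rows I to P of DL193 plate 2, the first clustering, a clustering without histone genes (symbols that start with Hist and a digit), and unnamed wells left out of the rest were added after the data were seen. Wells are thinned by drawing UMIs without replacement, and since every kept well held 1000, none was lost.

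The tests were also run on simulated counts with 200 changed genes, drawn from the means, depths and spread of the real plates. Between experiments (14104 genes), edgeR called 100 of the 200 with 7 false calls, or 75% of those changed 4-fold, and its fitted fold changes had a slope of 1.01 against the simulated ones. DESeq2 called 53.5%, limma 49.5% and edgeR with the block on plate number 38.0%, the last with 14.6% of its calls false. For conventional dendritic-like wells against the rest (10063 genes), edgeR called 70.0%, and for the interaction in that class (10866 genes) 23.5%. For plasmacytoid dendritic-like wells against the rest (11635 genes, 3 plates) it called 28.0%. The simulation was first run after the real fits and led to no change in them.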

Results

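Single-cell transcriptomes of dye-labelled donor cells from mouse bone marrow were examined on 6 plates, 2 of the first experiment (DL162) and 4 of the second (DL193). CEL-seq2 is a plate-based method in which each sorted cell receives its own well barcode. Flt3L is the growth factor that acts through the receptor Flt3, and the study asked how it drives the development of dendritic cells. The second experiment stained the cells with 3 antibodies more than the first (against CD48, CD11b and IL7Ra). Plates held 3666785 and 4350791 UMIs in DL162 and 5930197, 2220447, 3745694 and 3464671 UMIs in DL193. Between 84.1% and 88.8% of the wells per plate were kept.

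The first question was whether depth or quality differed between the experiments. The median UMI count per kept well was 8641 and 10783 on the DL162 plates and 15642, 2222, 9566 and 9497 on the DL193 plates. The DL193 mean minus the DL162 mean was -480.5 UMIs, within the spread between plates (SD 1515, n = 2, and 5490, n = 4; exact permutation p = 0.867, two-sided, adjusted p = 0.867 over 4 measures). The direction of this difference rested on single plates. It was 1856 UMIs without DL193 plate 2 and 590.5 without DL162 plate 2, and 1203 with rows I to P of DL193 plate 2 left out, the alternative that moved it most apart from omitted plates. Rows I to P of that plate had a median of 1582 UMIs in 148 kept wells, against 8957 in its rows A to H. Genes per kept well, after thinning to 1000 UMIs, were 703 on both DL162 plates and between 693 and 724 in DL193 (exact permutation p = 0.733, adjusted p = 0.867), a difference of 5.13 genes that turned to -0.167 without DL193 plate 1. The median mitochondrial share was 7.25% ± 1.13 (SD, n = 2) in DL162 and 5.75% ± 0.656 (SD, n = 4) in DL193 (exact permutation p = 0.133, adjusted p = 0.533). That difference of -1.50 percentage points was -1.74 without rows I to P of DL193 plate 2, -1.68 at 2000 UMIs and -1.59 with every well kept. In each of these the exact permutation p was 0.0667, the smallest that 15 splits allow. With plate means it was -1.36 (exact permutation p = 0.2), and without DL162 plate 2 it was -0.704. The share of wells kept was 87.3% ± 2.03 (SD, n = 2) in DL162 and 86.6% ± 1.86 (SD, n = 4) in DL193 (exact permutation p = 0.733). That difference of -0.718 percentage points turned to 0.718 without DL162 plate 2 and to 0.131 without DL193 plate 2.

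**Figure D1:**
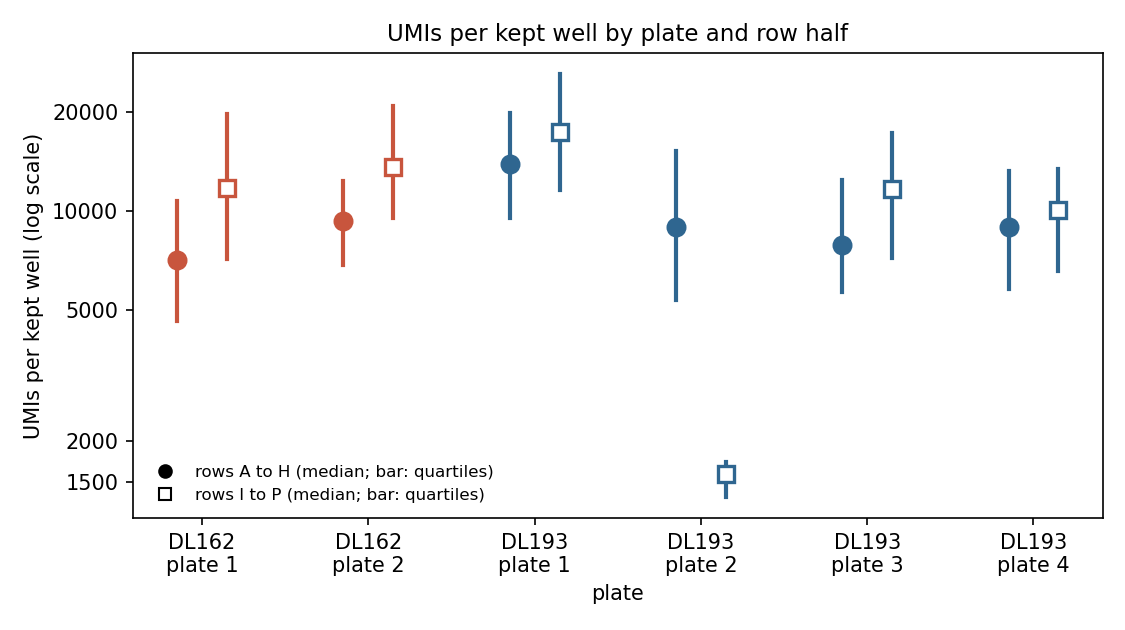
UMIs per kept well (vertical axis, log scale) for each of the 6 plates, with filled circles for the median of rows A to H, open squares for the median of rows I to P, and bars from the lower to the upper quartile. Rows I to P of DL193 plate 2 had a median of 1582 UMIs, below every other group of rows shown.

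All donor and recipient mice were male. Xist, expressed from the inactive X chromosome of females, had 12 counts over all kept wells, between 1 and 3 per plate. The Y-linked genes were detected on every plate, Ddx3y at 54.1 to 83.4 CPM (counts scaled to equal library totals), Eif2s3y at 45.5 to 59.3, Uty at 15 to 28.6 and Kdm5d at 7.67 to 16.6 CPM. Summed over wells, no pair of plates agreed within sampling noise (chi-square per degree of freedom 5.43 to 33.1), so no table was taken as a copy of another. Plates hold different cells, so this says nothing on whether the plates of 1 experiment shared a cell suspension. Across genes, which are not independent replicates, log2 CPM correlated at 0.878 to 0.963 between plates.

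The next comparison asked how far expression differed between the experiments. In edgeR's test of 14104 genes, 849 were called, 206 higher and 643 lower in DL193 than in DL162. At an unadjusted p under 0.05 there were 3001. The biological coefficient of variation between plates was 23.6%. The count of 849 became 1371 of 26340 genes when the filter on low counts was dropped. It was 285 and 270 without DL162 plate 1 or plate 2, when a single DL162 plate is left and is assumed to vary like the DL193 plates. It was 480 and 525 without DL193 plate 1 or plate 3, and 818 and 971 without DL193 plate 2 or plate 4. The experiments differed in staining and in their plates, and treatment per plate was not known, so the experiment and any batch cannot be separated.

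The 5 genes with the largest increases in DL193 under the naming rule were Gem, Entpd4b, Gm9013, Gm26917 and Gm42047. Gem (ENSMUSG00000028214) rose from 14.6 ± 1.04 CPM (SD, n = 2) to 124 ± 34.9 CPM (SD, n = 4), a log2 fold change of 3.10 ± 0.30 (SE; edgeR adjusted p = 6.2e-05). Entpd4b (ENSMUSG00000022066) changed by 2.96 on the log2 scale, and its transcript is 100% identical to Entpd4 over 3589 bases. Gm9013 (ENSMUSG00000087286) changed by 2.11 (adjusted p = 0.00534). It matches Rps2 at 98.1% over 895 bases and lies within Atp8a2. It was not called without DL162 plate 2 (1.77, edgeR adjusted p = 0.0977), while its adjusted p under the other alternatives ranged up to 0.0265. Gm26917 (ENSMUSG00000097971) changed by 2.09, from 49.1 ± 4.62 to 210 ± 15.8 CPM. Gm42047 (ENSMUSG00000110631) changed by 2.06, shares 98.4% of 3209 bases with Gm48362 and overlaps Gm20388. How reads were divided between such copies is not known, so the source of the Entpd4b, Gm9013 and Gm42047 counts is uncertain.

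The 5 genes with the largest decreases under the naming rule, which asks for a mean of at least 20 CPM over the 6 plates, were Hspa1a, Hspa1b, mt-Ti, Nr4a1 and Fos. Called genes below that mean could fall further, and 2 examples were chosen after their values were seen. Fosb (-6.03) fell further than the last 3 of these. Atf3, fitted at -9.82, fell further than all 5, though it had 0 counts in DL193, so the size of its change is uncertain. Hspa1a (ENSMUSG00000091971) had 887 counts in 196 of 669 wells of DL162 and 5 counts in 3 of 1327 wells of DL193, with a log2 fold change of -8.31 ± 0.44 (SE; edgeR adjusted p = 1.1e-06). Hspa1b (ENSMUSG00000090877) had 955 and 11 counts and a log2 fold change of -7.32. The pair share 99.2% of 2201 bases and are read as 1 signal, and Hspa1a overlaps Gm20481. Nr4a1 (ENSMUSG00000023034) fell by 4.50 on the log2 scale, from 58.7 ± 0.0933 CPM (SD, n = 2) to 2.56 ± 0.827 CPM (SD, n = 4). Fos (ENSMUSG00000021250) changed by -4.32, from 73.2 ± 18.3 to 3.80 ± 3.22 CPM. The mitochondrial transfer RNA mt-Ti (ENSMUSG00000064342) changed by -4.98, and DL162 plate 2 alone decided this. It held 294 CPM there against 8.21 CPM on DL162 plate 1 and 4.10 to 6.44 CPM in DL193. Without DL162 plate 2, the change was -0.74 and not called (edgeR adjusted p = 0.516), while the adjusted p over the other alternatives ranged up to 0.0369. The gene also overlaps mt-Nd1.

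Genes of the sorting antigens were compared to see whether the sorted cells differed between the experiments. Of these, 11 of 12 passed the filter, and Slamf1, with 23 counts, was not tested. By edgeR 2 were called over all genes, both lower in DL193, and 5 when adjusted over the list alone. Itgam (CD11b) fell by 1.63 on the log2 scale, from 66.2 ± 4.78 CPM (SD, n = 2) to 21.5 ± 4.36 CPM (SD, n = 4; adjusted p = 0.000645). The annotation also holds Gm49368, 100% identical to it over 3454 bases. Fcgr3 (CD16) fell by 1.16, from 93.3 ± 18.2 to 41.7 ± 2.89 CPM (adjusted p = 0.00269), and shares 96.5% of 512 bases with Fcgr2b. Ly6a (Sca1), Fcgr2b and Ptprc (CD45), at -1.03, -0.86 and -0.77, passed over the list alone. Kit changed by 0.25, Flt3 by 0.09 and Cd34 by -0.20, none of them called. The direction of Flt3 turned without DL193 plate 4 (-0.07), and that of Cd34 with equal weight per well (0.03). The count of 2 became 4 without the low-count filter and with limma. Without DL162 plate 2 it was 1, when Fcgr3 changed by -0.94 (adjusted p = 0.0734, and at most 0.0194 under the other alternatives). Without DL193 plate 4 it was 4. Adjusted over the list alone, the count of 5 was 3 without DL162 plate 1, and 2 without DL162 plate 2 or DL193 plate 3.

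Of 20 dendritic cell genes, 19 were tested and 3 were called, all lower in DL193, and 9 were called when adjusted over the list alone. Cd74 fell by 0.89 on the log2 scale, from 424 ± 90.0 CPM (SD, n = 2) to 229 ± 51.0 CPM (SD, n = 4; edgeR adjusted p = 0.0341). Ly6d changed by -1.05 (adjusted p = 0.0342) and Ccr9 by -1.54 (adjusted p = 0.0196), from 15.5 ± 2.77 to 5.37 ± 1.08 CPM. Ccr9 overlaps AC165425.1, Slc6a20a and Lztfl1. Over the list alone, H2-Ab1, Cd209a and Siglech were also lower, at -0.71, -1.71 and -1.17, and Irf8, Id2 and Runx2 higher, at 0.68, 1.0 and 0.82. Irf8 overlaps Gm20388 and Runx2 overlaps Runx2os1. With DESeq2 there were 6 calls, 3 of them higher. No gene of the list was called by edgeR without DL162 plate 1 (6 at an unadjusted p under 0.05, and 2 over the list alone) or without DL162 plate 2 (8, and 6 over the list alone). Without DL193 plate 1 the calls were Id2 (1.22) and Runx2 (1.01), both higher, in place of the 3 lower genes. There were 5 calls without DL193 plate 2, Ly6d not among them (adjusted p = 0.0638), and 2 without DL193 plate 3, Cd74 not among them (0.0541), with 3 over the list alone. The largest adjusted p under any alternative was 0.294 for Cd74, 0.255 for Ly6d and 0.186 for Ccr9. Xcr1, with 36 counts, was not tested.

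All 20 cell cycle genes were tested, and 2 were called, both higher in DL193, with 7 when adjusted over the list alone. Plk1 changed by 1.08 on the log2 scale, from 28.0 ± 1.14 CPM (SD, n = 2) to 59.3 ± 10.8 CPM (SD, n = 4; edgeR adjusted p = 0.0130), and it overlaps Gm44985. Ccnb1 changed by 0.92 (adjusted p = 0.0324), and its transcript is 100% identical to the pseudogene Ccnb1-ps over 1287 bases. Ung, Cdk1, Ccnb2, Cenpf and Ube2c, which overlaps Tnnc2, passed over the list alone, all higher. No gene was called by edgeR without DL162 plate 1 (6 at an unadjusted p under 0.05) or without DL162 plate 2 (7), and 0 over the list alone in both. With DESeq2 there were 4 calls and with limma 1. Only Plk1 was called without DL193 plate 1 (Ccnb1 adjusted p = 0.0749) and without DL193 plate 3 (Ccnb1 adjusted p = 0.0636, with 3 genes over the list alone), and 4 were called without DL193 plate 2. The largest adjusted p under any alternative was 0.168 for Plk1 and 0.194 for Ccnb1.

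**Figure D2:**
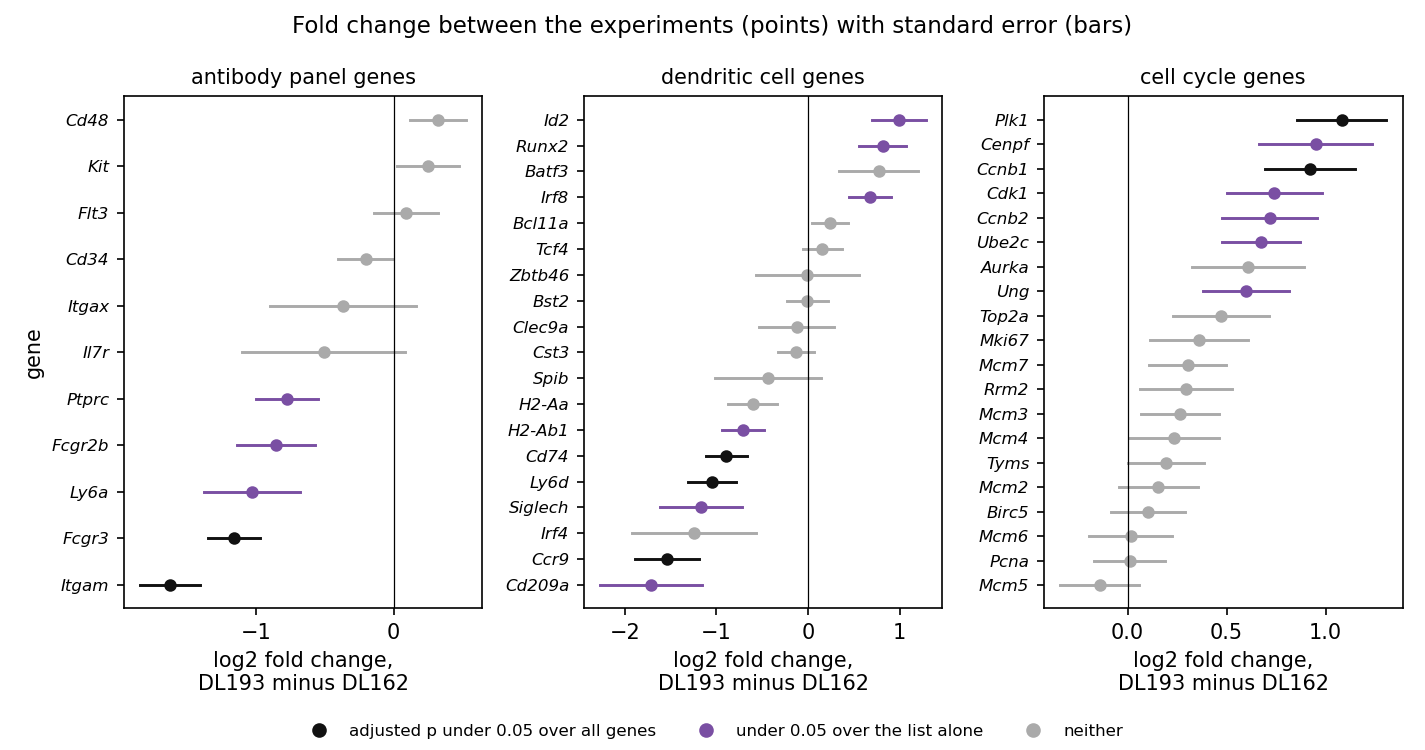
Log2 fold change of DL193 minus DL162 (horizontal axis) for the tested genes (vertical axis) of the 3 lists, with standard errors as bars. Black marks genes called over all genes, purple those called over the list alone, and grey the others, and Itgam was the lowest called gene of the antibody panel at -1.63.

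Clustering gave 17 clusters, and their leading genes define the classes. Stem and multipotent progenitor-like wells (333) were led by Hlf, Gm19590, Spns2, Muc13 and Serpina3g, monocyte-like wells (180) by Fn1, Lyz1, Lyz2, Ccl6 and Lgals3, and myeloid progenitor-like wells (138) by Elane, Ms4a3, Prtn3, Alas1 and Ctsg. The 180 conventional dendritic-like wells formed a cluster led by Id2, Klrd1, Cd22, Cd7 and Ciita and a cluster led by Tlr3, Rab7b, Naaa, Plbd1 and H2-Aa. Neutrophil-like wells (100) were led by S100a9 and S100a8, plasmacytoid dendritic-like wells (78) by Siglech and Ly6d, and macrophage-like wells (64) by Vcam1 and C1qa. T and NK-like (29), B lymphoid-like (24), erythroid-like (20) and basophil and mast-like wells (12) were the smallest classes. The clusters led by histone genes (177 and 154 wells), by Ctr9 and Dntt (139), by Hspa1a and Prg2 (186) and by Gm42870 and Ccdc38 (182) stayed unnamed.

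The composition of the plates was then compared. All 148 kept wells in rows I to P of DL193 plate 2 were unnamed and stayed in its total. This lowered its shares of named classes. In its rows A to H, 49 of 174 kept wells were stem and multipotent progenitor-like. For 5 classes the plates of the experiments did not overlap, each with a p of 0.0667, the smallest that 15 splits allow, so no share could pass the threshold. Stem and multipotent progenitor-like wells made up 0.152% ± 0.215 (SD, n = 2) of DL162 and 24.9% ± 11.4 (SD, n = 4) of DL193 (exact permutation p = 0.0667, adjusted p = 0.160 over 12 shares, the unnamed included). DL162 plate 2 held 0 of 340 such wells, which allows a share of up to 0.882%. The size of this contrast depended on the clustering. With expression centred per plate, the shares were 2.24% ± 0.582 (SD, n = 2) and 22.9% ± 6.55 (SD, n = 4). At resolution 2 they were 0.152% ± 0.215 and 15.2% ± 11.2 (exact permutation p = 0.2). The contrast also depended on the depth used for clustering. Thinning every well to 1000 UMIs named 43 and 53 wells of the DL162 plates stem-like, 14.3% ± 1.78 (SD, n = 2) against 26.0% ± 8.48 (SD, n = 4) in DL193 (exact permutation p = 0.2), and the plates still did not overlap. Of the 10 leading genes of that cluster, 3 were themselves called between the experiments (Hlf, Gm19590 and Spns2), so the share and the genes cannot be read as separate differences. The same holds for monocyte-like and macrophage-like wells, with 10 of 10 leading genes called in each, for neutrophil-like wells, with 8 of 10, and for plasmacytoid dendritic-like wells, with 3 of 10.

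Monocyte-like wells made up 21.7% ± 0.130 (SD, n = 2) of DL162 and 2.63% ± 1.20 (SD, n = 4) of DL193, neutrophil-like wells 9.74% ± 2.13 and 2.63% ± 0.813, macrophage-like wells 7.5% ± 1.87 and 1.05% ± 1.0, and plasmacytoid dendritic-like wells 6.84% ± 3.22 and 2.41% ± 1.42, each with an exact permutation p of 0.0667 and an adjusted p of 0.160. For plasmacytoid dendritic-like wells the gap between the experiments was narrow, with 15 of 329 wells on DL162 plate 1 and 15 of 331 on DL193 plate 3. A change in a single well could make those plates overlap. After thinning, the plasmacytoid difference of -4.42 percentage points turned to 3.21 (exact permutation p = 1), with 35.7% of DL193 plate 2 in that class. The size of the macrophage-like class depended on the clustering. Its DL162 share was 35.7% ± 1.07 (SD, n = 2) at resolution 0.5, where the class held 256 wells in place of 64. That share was 4.33% ± 0.534 with histone genes left out of the clustering. The DL193 shares were 1.28% ± 1.03 and 0.979% ± 0.998 (SD, n = 4), and the plates did not overlap in either. Conventional dendritic-like wells made up 6.26% ± 1.12 of DL162 and 10.4% ± 4.01 of DL193 (exact permutation p = 0.2, n = 2 and 4). On DL193 plate 2 they were 21 of 174 kept wells in rows A to H and 0 of 148 in rows I to P. DL162 plate 2 held 24 of 340 and DL193 plate 1 held 25 of 338. The overlap of the plates in this class therefore depended on the unnamed rows I to P. Myeloid progenitor-like wells made up 5.96% ± 1.98 and 7.36% ± 2.86 (exact permutation p = 0.6, n = 2 and 4), and the first clustering turned that difference to -0.915 percentage points. At 2000 UMIs it grew to 5.98 points (10.6% against 16.6%, exact permutation p = 0.0667). With expression centred per plate it was 6.19 points (1.49% against 7.68%, exact permutation p = 0.133). The plates did not overlap in these 2 settings. Shares of B lymphoid-like, T and NK-like, basophil and mast-like and erythroid-like wells did not pass either (exact permutation p = 0.333, 0.4, 0.2 and 1). The erythroid-like difference of 0.812 percentage points turned to -0.347 without DL193 plate 1. Unnamed wells made up 37.8% ± 1.94 of DL162 and 44.3% ± 15.2 of DL193, a difference that turned to -0.415 without DL193 plate 2, to -1.30 with expression centred per plate, to -0.936 at 2000 UMIs and to -7.56 with histone genes left out of the clustering.

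**Figure D3:**
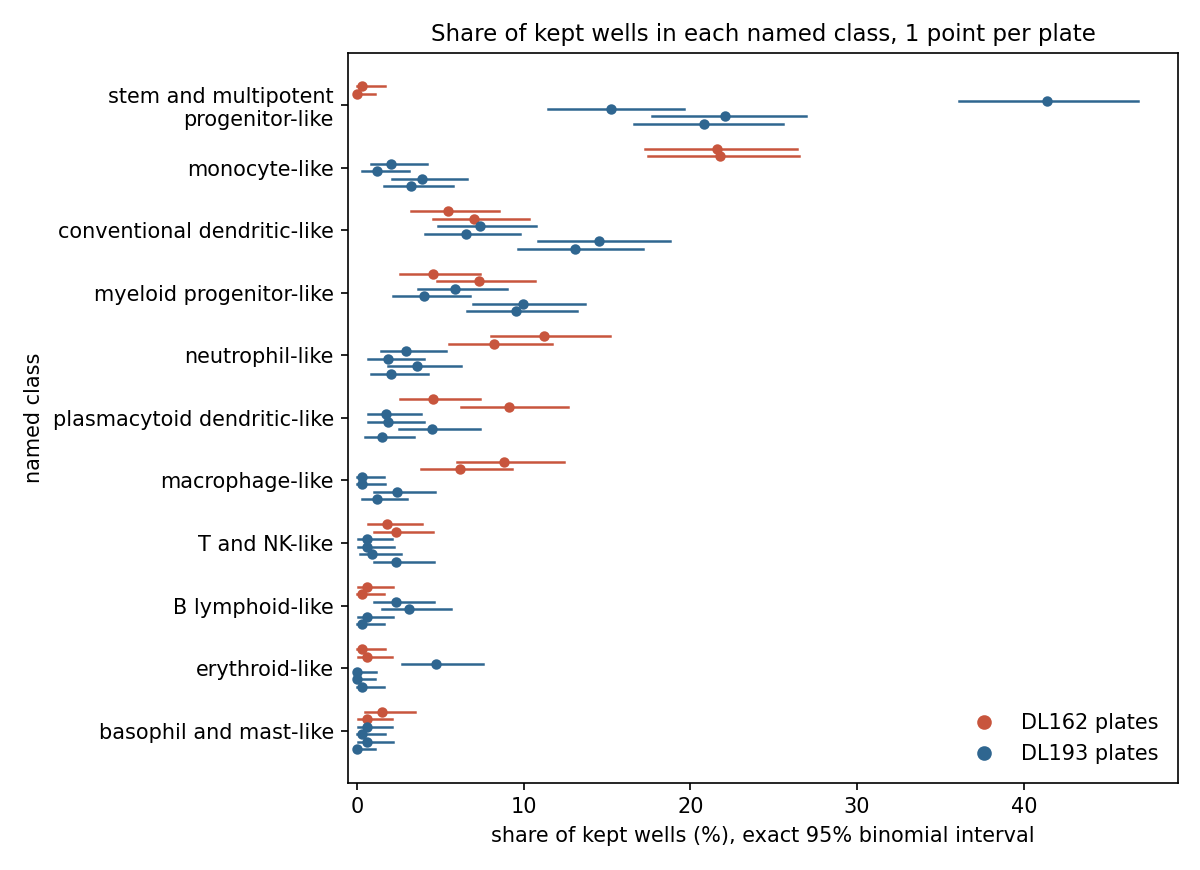
Share of kept wells (horizontal axis, percent) in each named class (vertical axis), 1 point per plate, with exact 95% binomial intervals as bars, DL162 in red and DL193 in blue. Monocyte-like wells made up 21.7% ± 0.130 of the DL162 plates and 2.63% ± 1.20 of the DL193 plates.

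The cells had been sorted with antibodies, so the antigens' transcripts, which had been left out of the clustering, were compared between each class and the rest of its plates. In conventional dendritic-like wells (6 plates), 7 of 10 tested genes were called by edgeR, 7 also over the list alone. Itgax (CD11c) was higher by 1.64 ± 0.28 (log2, SE; adjusted p = 0.000106), Cd48 by 0.93 and Ptprc by 0.48, each in 6 of 6 plates. Cd34 changed by -1.45 and Fcgr3 by -1.68. These 5 stayed called whichever plate was left out. Kit (-0.73) was not called without DL193 plate 1, 2 or 4, nor Ly6a (-2.04) without DL162 plate 1 or DL193 plate 1, 3 or 4, with adjusted p of 0.0565 to 0.144. Ly6a shares 96.6% of 263 bases with Ly6c1. The alternatives that moved this count most were the fit without the plate block and the rest without unnamed wells, with 4 calls each, and Ptprc was not called in the latter (adjusted p = 0.650). In stem and multipotent progenitor-like wells (4 plates, all of DL193), 5 of 10 were called, 6 over the list alone. Ly6a was higher by 2.13 ± 0.36 (log2, SE), Kit by 1.46 ± 0.13 and Cd34 by 0.91 ± 0.11, each in 4 of 4 plates, and Itgax changed by -1.99. These 4 stayed called whichever plate was left out. Fcgr2b (-1.21) was not called without DL193 plate 3 (adjusted p = 0.0783) or plate 4 (0.0786).

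Among monocyte-like wells (4 plates), 8 of 11 antigen genes were called, 9 over the list alone. Fcgr2b was higher by 1.34, Fcgr3 by 1.29, Ptprc by 1.18 and Cd48 by 0.75, while Cd34, Kit and Flt3 changed by -1.83, -1.56 and -1.16. These 7 stayed called whichever plate was left out. Itgam (1.12) was not called without DL162 plate 1 (adjusted p = 0.0540) or plate 2 (0.322). The count was 4 with unnamed wells left out of the rest, and Itgam, Fcgr2b, Fcgr3 and Flt3 were not (adjusted p of 0.0534 to 0.651). Among myeloid progenitor-like wells (6 plates), 6 of 11 were called and 6 over the list alone. Fcgr3 was higher by 1.81 ± 0.18 (log2, SE) and Fcgr2b by 0.81, each in 6 of 6 plates, while Itgax, Flt3 and Ptprc changed by -2.36, -1.51 and -0.75. These 5 stayed called whichever plate was left out. Itgam (-0.89) was not called without DL162 plate 2 (adjusted p = 0.152), DL193 plate 1 (0.0545) or DL193 plate 4 (0.0624). With expression centred per plate the count was 3, and with unnamed wells left out of the rest Fcgr2b was not called (adjusted p = 0.169).

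Neutrophil-like wells (4 plates) had 3 of 10 antigen genes called, with Itgam higher by 3.48 ± 0.25 (log2, SE), Fcgr3 by 1.49 and Ptprc by 1.05, each in 4 of 4 plates and whichever plate was left out. Over the list alone there were 6, and 3 without DL162 plate 2. Plasmacytoid dendritic-like wells (3 plates) had 6 of 11 called, 8 over the list alone. Itgax was higher by 2.64 ± 0.37 (log2, SE) and Cd34 changed by -1.60, and both stayed called whichever plate was left out, but Cd34 was not called with unnamed wells left out of the rest (adjusted p = 0.0778). Il7r (2.42) was not called without DL162 plate 1 or DL193 plate 3 (adjusted p = 0.357 and 0.406), nor Flt3 (1.02) without DL162 plate 2 or DL193 plate 3 (0.540 and 0.0982). Fcgr3 (-2.04) and Itgam (-1.81) were not called without DL162 plate 1 (0.0989 and 0.411) or plate 2 (0.216 and 0.473). The count was 3 without either DL162 plate, with 5 over the list alone without DL162 plate 2.

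**Figure D4:**
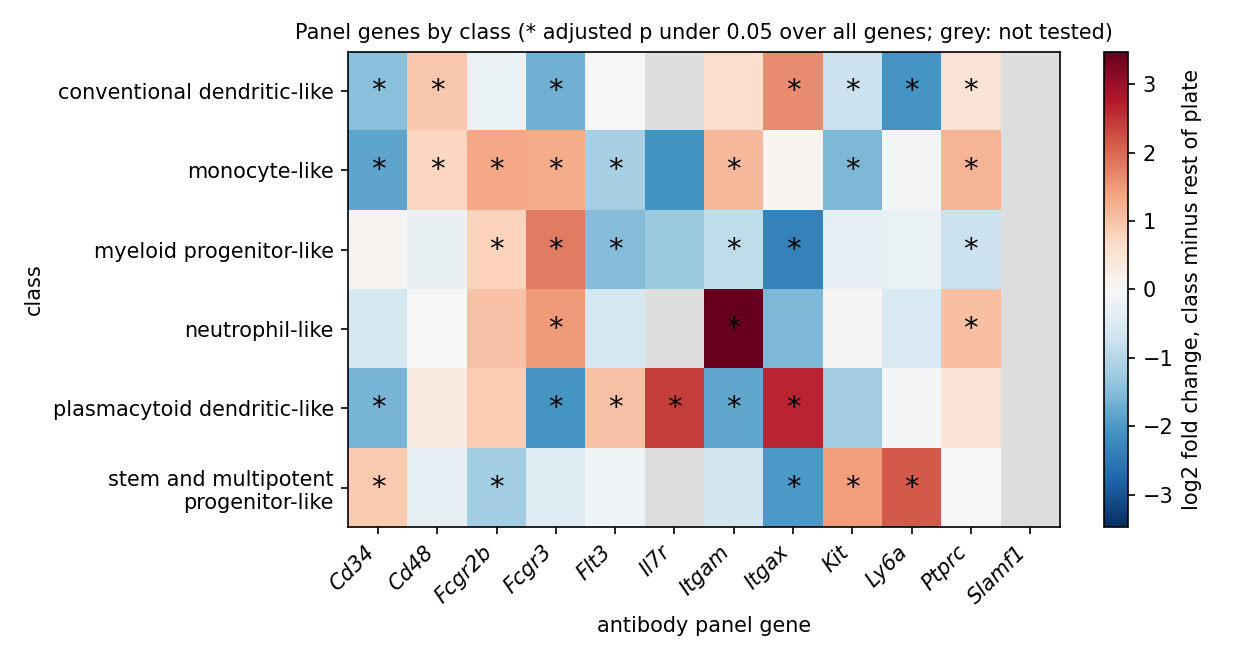
Log2 fold change of each antibody panel gene (horizontal axis) in wells of a class minus the rest of the same plates (colour scale), for the 6 classes tested (vertical axis). Asterisks mark called genes, grey marks genes not tested, and the largest change is Itgam in neutrophil-like wells at 3.48.

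Cell cycle genes were compared in the same way. The 20 listed genes had been left out of the clustering, but histone genes and any other genes tied to division had not. The wells of the clusters led by histone genes (177 and 154) stayed unnamed and lay in the rest of every class. Unnamed wells had a higher cell cycle sum than named wells on 6 of 6 plates, by 265 to 1202 CPM, so part of a lower value in a class is built in by the clustering. In stem and multipotent progenitor-like wells, 11 of 20 were called, 10 of them lower than in the rest (14 over the list alone). Birc5 changed by -1.27, Plk1 by -1.24, Mki67 by -0.98, Ube2c by -0.90, Rrm2 by -0.87, Top2a by -0.84 and Cdk1 by -0.59, each lower in 4 of 4 plates and called whichever plate was left out. Aurka (-1.21) was not called without DL193 plate 1 (adjusted p = 0.0795), nor Ccnb2 (-0.54) without DL193 plate 2 or 3 (0.128 and 0.149). Tyms (-0.50) and Ung, the gene higher in this class (0.64), were not called without DL193 plate 1, 3 or 4 (adjusted p of 0.0605 to 0.253). The count was 8 with unnamed wells left out of the rest and 6 with histone genes left out of the clustering, and Cdk1, Tyms and Aurka were called in neither (adjusted p of 0.185 to 0.715). In myeloid progenitor-like wells, 9 were called, 6 lower and 3 higher (11 over the list alone, 7 without DL193 plate 3). Cenpf changed by -1.17, Ube2c by -1.15, Top2a by -1.0 and Mki67 by -0.83, and Ung was higher by 0.95, all called whichever plate was left out. Plk1 (-0.76), Cdk1 (-0.51), Mcm2 (0.44) and Mcm3 (0.34) lost their call without at least 1 plate: Plk1 without either DL162 plate, DL193 plate 1 or plate 3, Cdk1 without DL193 plate 3 or 4, Mcm2 without DL162 plate 1, and Mcm3 without DL162 plate 2 or DL193 plate 1, 3 or 4 (adjusted p of 0.0518 to 0.199). Cdk1 turned to 0.07 at resolution 2. The count was 7 with unnamed wells left out of the rest and 6 with histone genes left out of the clustering.

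In monocyte-like wells, 10 cell cycle genes were called, 3 higher and 7 lower (11 over the list alone). The lower genes were Ung and 6 Mcm genes. Mcm2 (-1.46), Mcm6 (-0.89), Ube2c (0.87) and Mki67 (0.58) stayed called whichever plate was left out. Without DL162 plate 1 the count was 6, also over the list alone, and Ung (-1.89), Mcm4 (-0.65), Mcm7 (-0.60) and Mcm5 (-0.52) were not called. Without DL162 plate 2 it was 5, and Mcm3 (-0.81), Mcm4, Mcm7, Mcm5 and Birc5 (0.74) were not called. Birc5 was also lost without DL193 plate 3, and Mcm4 and Mcm5 without DL193 plate 4, and over all these losses the adjusted p ranged from 0.0559 to 0.519. There were 8 calls, 4 of them lower, with unnamed wells left out of the rest, and with histone genes left out of the clustering too few plates held the class. Mcm7 shares 99.2% of 2157 bases with Gm5487. In conventional dendritic-like, neutrophil-like and plasmacytoid dendritic-like wells 0 genes were called by edgeR and 0 by DESeq2, also over the list alone, with 2, 1 and 0 by edgeR at an unadjusted p under 0.05. In conventional dendritic-like wells 10 were called at resolution 0.5 and 10 in the first clustering, 9 higher and 1 lower in both. There were 10 with histone genes left out of the clustering, 8 higher and 2 lower, and 1 without DL162 plate 2 or DL193 plate 2. There was 1 in neutrophil-like wells without DL193 plate 1 and 1 with unnamed wells left out of the rest, and 1 in plasmacytoid dendritic-like wells without DL162 plate 2.

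Over the summed CPM of the 20 cell cycle genes, myeloid progenitor-like wells lay at 2762 ± 260 CPM (SD, n = 6) against 3250 ± 591 in the rest, lower in 6 of 6 plates (exact sign-flip p = 0.0312, the smallest that 6 plates allow, adjusted p = 0.188 over 6 classes). That difference of -487 CPM was -121 CPM at resolution 2 (exact p = 0.281, n = 6) and -116 CPM with unnamed wells left out of the rest (exact p = 0.344, n = 6). It was -392 CPM with histone genes left out of the clustering and -437 CPM at resolution 0.5 (exact p = 0.0625 in both, n = 6). Stem and multipotent progenitor-like wells lay at 2724 ± 418 CPM (SD, n = 4) against 3598 ± 510, lower in 4 of 4 plates (exact p = 0.125, the smallest that 4 plates allow). Their difference of -874 CPM was -417 CPM with unnamed wells left out of the rest and -472 CPM with histone genes left out of the clustering, lower in 4 of 4 plates in both. Conventional dendritic-like wells differed by -152 CPM (exact p = 0.344, n = 6). That difference turned to 581 CPM at resolution 0.5, to 577 CPM in the first clustering and to 242 CPM with unnamed wells left out of the rest. Each of these was higher in 6 of 6 plates (exact p = 0.0312, adjusted p of 0.0781 to 0.188). It turned to 427 CPM with histone genes left out of the clustering (exact p = 0.0625). It stayed negative at resolution 2 (-222 CPM), with expression centred per plate (-314 CPM), at 2000 UMIs (-163 CPM) and without rows I to P of DL193 plate 2 (-85.1 CPM). Plasmacytoid dendritic-like wells differed by 301 CPM (exact p = 0.25, n = 3). Monocyte-like and neutrophil-like wells differed by 243 and -88.5 CPM over all plates (exact p = 0.5 and 0.75, n = 4 and 4), but the sign split by experiment. Monocyte-like wells lay at -499 and -439 CPM against the rest on the DL162 plates and at 956 and 955 CPM on DL193 plates 3 and 4. Neutrophil-like wells lay at 658 and 133 CPM in DL162 and at -905 and -239.9 CPM on DL193 plates 1 and 3. These differences between the experiments were not tested. The neutrophil-like difference turned to 184 CPM without DL193 plate 1 and to 238 CPM with unnamed wells left out of the rest, and the monocyte-like one to -18.0 CPM with expression centred per plate.

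Whether a class effect on the antigen genes differed between the experiments was tested in 4 classes by edgeR, adjusted over the list alone. In conventional dendritic-like wells 0 genes passed (3 at an unadjusted p under 0.05, and 0 by DESeq2), but 2 without DL162 plate 1, 1 without DL193 plate 2 and 4 without DL193 plate 3. With unnamed wells left out of the rest 7 passed, and with histone genes left out of the clustering 1. In monocyte-like wells 0 passed (1 at an unadjusted p under 0.05, and 0 by DESeq2), but 3 with unnamed wells left out of the rest. In myeloid progenitor-like wells 3 passed. The effect on Fcgr3 was larger in DL193 by 1.09 ± 0.30 (log2, SE; adjusted p = 0.00991), from 176 CPM in the class and 82.8 CPM in the rest of DL162 to 134 and 30.2 CPM in DL193. The effect on Ptprc differed by 0.76 ± 0.26 (adjusted p = 0.0296) and that on Itgax by -2.64 ± 0.96 (adjusted p = 0.0347). Itgax was low in these wells, at 12.4 CPM in DL162 and 1.56 CPM in DL193, so the size of its change is uncertain. This count was 1 by DESeq2, 0 without DL162 plate 2 or DL193 plate 1, and 1 without DL193 plate 3 or plate 4. Fcgr3 did not pass without DL162 plate 2 (adjusted p = 0.204) or DL193 plate 1 (0.0548). Ptprc passed only without DL193 plate 2 among the omissions (adjusted p of 0.0533 to 0.204 without the other plates), and Itgax did not pass without DL193 plate 1, 3 or 4 (0.0548, 0.126 and 0.0732) and could not be tested without DL162 plate 2. With unnamed wells left out of the rest 5 passed, Itgax not among them (adjusted p = 0.0798). In neutrophil-like wells 2 passed, Cd34 by 1.65 ± 0.43 (log2, SE; adjusted p = 0.00133) and Cd48 by 1.22 ± 0.42 (adjusted p = 0.0185). This count was 1 by DESeq2. It was 1 without DL162 plate 1 or plate 2, when Cd48 did not pass (adjusted p = 0.120 and 0.0960), and 0 without DL193 plate 3, when both had an adjusted p of 0.150. With unnamed wells left out of the rest, Cd34 did not pass (adjusted p = 0.279) and Itgam did.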

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

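The tests of the erythroid-like wells, of the plasmacytoid dendritic-like wells, of Ptprc by class, of spike-ins in DL193, of spike-ins in low wells and of shared low wells were chosen only after the result was seen.

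Values of single plates were compared within the 4 DL193 plates in 51 groups of values. In 3 of these, 1 plate lay far from the others, where chance gives about 1 in 20 groups, or 2.55 of 51, so any of the 3 could be chance. None of them is tied to a group of the design, and no biological explanation was tested.

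Erythroid-like wells made up 4.73% of DL193 plate 1 and 0% to 0.298% of the other DL193 plates. They were 16 wells, 15 of them in rows I to P. Spill of red cell RNA between wells would have raised globin in the neighbouring wells and left the erythroid-like wells led by globin. Neighbouring wells held 1.33 times the globin CPM of the other wells (134 against 100.5 CPM), but the erythroid-like wells of that plate themselves held less (51.8 CPM). Hbb-bs was among the 10 leading genes of the cluster, behind Car1, Ermap and Klf1, and Hba-a1 and Hbb-bt were raised in it. A single well on DL193 plate 4, with 18610 CPM of globin, stood apart there, and the wells of the cluster on DL162 plate 2 held 77.5 CPM. Over 8 erythroid markers without globin, the wells of plate 1 held 5293 CPM against 423 CPM in its other wells. Low globin beside these markers argues against spill as the cause on plate 1. What the sorted cells of that plate were before the sort is not known.

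Plasmacytoid dendritic-like wells made up 4.53% of DL193 plate 3 and 1.49% to 1.86% of the other DL193 plates. Plate 3 also held the highest share of the 4 in 7 of 8 other clustering settings. After thinning to 1000 UMIs per well it was plate 2, with 35.7%, so the way wells were grouped into clusters could still produce the difference, and it cannot be told apart from a difference between the plates because the thinned clustering alone moved it.

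Ptprc was at 206 CPM on DL193 plate 4 and at 130 to 141 CPM on the other DL193 plates. A different mix of cell classes would leave the classes themselves alike. Plate 4 was the highest in 3 of 3 classes with enough wells, at 319 CPM in conventional dendritic-like, 152 CPM in myeloid progenitor-like and 230 CPM in stem and multipotent progenitor-like wells, which argues against the mix of classes as the whole cause. Between the experiments Ptprc had a log2 fold change of -0.77 (edgeR adjusted p = 0.0665). Without plate 4 it was -0.95 and called (edgeR adjusted p = 0.00744, where the alternatives ranged up to 0.427 without DL162 plate 2).

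For 5 pairs of a gene and a class, the class effect differed between the experiments by a test of the difference itself. In myeloid progenitor-like wells these were Ptprc (0.76), Itgax (-2.64) and Fcgr3 (1.09), and in neutrophil-like wells Cd48 (1.22) and Cd34 (1.65), all on the log2 scale, DL193 minus DL162. Since the rest of the plate is the other side of each contrast, wells of other classes could have produced these differences. By edgeR, Fcgr3 did not pass without DL162 plate 2 (adjusted p = 0.204) or DL193 plate 1 (0.0548). Ptprc did not pass without DL162 plate 1 or 2 or DL193 plate 1, 3 or 4 (0.0533 to 0.204), nor Itgax without DL193 plate 1, 3 or 4 (0.0548 to 0.126). Cd48 did not pass without DL162 plate 1 or 2 or DL193 plate 3 (0.0960 to 0.150), nor Cd34 without DL193 plate 3 (0.150). With unnamed wells left out of the rest, Itgax (0.0798) and Cd34 (0.279) did not pass, and 7, 3, 5 and 2 genes passed in conventional dendritic-like, monocyte-like, myeloid progenitor-like and neutrophil-like wells, so these counts depend on which wells make up the rest. In 2 of 5 pairs, Ptprc and Fcgr3, the rest moved more between the experiments than the class did. The cells on the other side of the contrast remain a possible explanation for those. In the other 3 the class moved more, though for Itgax this rests on low values in the class (12.4 CPM in DL162 and 1.56 CPM in DL193). With pairs going both ways the test does not decide. Biological differences between the experiments, treatment included, stay open and were not tested.

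Wells under 1000 UMIs were left out of the comparisons, and they held 16716 and 12126 UMIs on the DL162 plates and 14939, 14736, 12175 and 5938 UMIs on the DL193 plates. Of the well positions, 37 were under the minimum on all 6 plates, against 0.00189 by chance, and these made up 73.5% of the 302 low wells. Failure of the same barcodes on every plate is therefore a candidate explanation for most of them, and a fixed set of wells given neither a cell nor the spike-in mix would look alike. A well given the spike-in mix but no cell would hold as many spike-in UMIs as the others. On the DL162 plates the low wells held at most 0.0325 times the spike-in UMIs of the kept wells, which argues against that. Spill or hopped barcodes would make the low wells vary less than deep wells brought to equal depth. They varied less on 0 of 6 plates (ratios of observed to sampling variance of 1.25 to 1.54, against 1.04 to 1.21), in 9 to 34 wells per plate. With so few wells, spill or hopped barcodes in wells without a cell cannot be told apart from poorly captured cells.

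Spike-in entries held 236578 and 297994 UMIs on the DL162 plates. There were 0 such entries in the DL193 tables, which fits spike-ins that were not added there or not counted there, and the tables cannot tell which of these holds. No biological explanation applies.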

How the results depend on the processing

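Leaving out rows I to P of DL193 plate 2, leaving histone genes out of the clustering, leaving unnamed wells out of the rest and the first clustering, in which 4 copies of mitochondrial genes were listed by hand, were added after seeing the data. The rule for such copies was changed after the first clustering had been seen, and conventional dendritic-like wells then went from 286 to 180. Scaling to spike-ins, the spike-in comparison and the Flt3L alternatives were not run, since DL193 had no spike-in counts and no treatment was assigned. Causes were not tested unless one is given.

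Of 272 values of named genes between the experiments under other settings, 242 kept direction and side of the threshold, 23 passed it newly, 5 lost it and 2 reversed. Of 204 with 1 plate left out, these were 174, 9, 20 and 1. Of 723 values of called genes in a class, 604 stayed, 118 lost the threshold and 1 reversed, and with 1 plate left out 243 of 297 stayed. The fit without the plate block lost 34 of 65. Among 847 class calls shared between a setting and the reported fit, 0 had the opposite direction. This check of single genes took the place of a planned rule on the majority direction of a count, after values had been seen. For interactions, 28 of 40 stayed, and 11 of 25 with 1 plate left out. The median log2 fold change between the experiments lay between -0.0052 and 0.032 in these fits.

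Dropping the low-count filter, which tests more genes, gave 1371 genes between the experiments, 4 antigen, 9 dendritic cell and 6 cell cycle genes, and 1 cell cycle gene in conventional dendritic-like wells. The plate number as a block leaves fewer degrees of freedom. Plates 3 and 4 exist only in DL193, so this fit compares the experiments on plates 1 and 2 alone. It gave 468 genes (421 shared), 4 antigen genes, 0 cell cycle genes by edgeR (0 over the list alone, 6 at an unadjusted p under 0.05, 4 by DESeq2 without the block) and -0.17 for Flt3. Plates of the same number were not alike beyond others (correlation of deviations -0.0284 and -0.164), so the numbers do not pair plates. DESeq2 gave 6 dendritic cell and 4 cell cycle genes, and 1 interaction each in myeloid progenitor-like and neutrophil-like wells. Limma with equal weight per well gave 4 antigen genes, 1 cell cycle gene (3 over the list alone) and 0.032 for Cd34. A minimum of 2000 UMIs turned the difference in UMIs to 1192 and that in unnamed wells to -0.936 percentage points, and gave 7 cell cycle genes in stem-like wells. Without rows I to P the difference in UMIs was 1203, with 1 interaction each in conventional dendritic-like and myeloid progenitor-like wells.

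Without the plate block there were 4 antigen genes in conventional dendritic-like, 2 in myeloid progenitor-like and 2 in plasmacytoid dendritic-like wells, and 2, 3 and 6 cell cycle genes in monocyte-like, myeloid progenitor-like and stem-like wells. Resolution 0.5 gave 10 cell cycle genes and a cell cycle sum of 581 CPM in conventional dendritic-like wells, with 4 interactions. It gave 1 interaction in myeloid progenitor-like wells and a macrophage-like share of 35.7% in DL162. Resolution 2 gave 7 cell cycle genes in stem-like wells, 2 interactions in conventional dendritic-like wells and 0.071 for Cdk1 in myeloid progenitor-like wells. Centring per plate gave 6 cell cycle genes and a sum of -18.0 CPM in monocyte-like wells, 3 antigen genes in myeloid progenitor-like wells and -1.30 for unnamed wells. Thinning gave 3.21 for plasmacytoid dendritic-like wells. The first clustering gave 10 cell cycle genes, 577 CPM and 3 interactions in conventional dendritic-like wells and -0.915 for myeloid progenitor-like wells. The cause was not tested.

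Histone genes had drawn wells into 2 unnamed clusters, so 2 further alternatives looked at the cell cycle results. With unnamed wells left out of the rest, 47 called genes of a class stayed and 16 lost the threshold, and the cell cycle sums were 242 CPM in conventional dendritic-like and 238 CPM in neutrophil-like wells, both turned. The sum in myeloid progenitor-like wells shrank from -487 to -116 CPM and in stem-like wells from -874 to -417 CPM, while it grew from 301 to 608 CPM in plasmacytoid dendritic-like and from 243 to 629 CPM in monocyte-like wells. There were 4 antigen genes in conventional dendritic-like and 4 in monocyte-like wells, 1 cell cycle gene in neutrophil-like wells, and 7, 3 and 5 interactions in conventional dendritic-like, monocyte-like and myeloid progenitor-like wells. With histone genes left out of the clustering, 39 stayed and 8 lost the threshold. There were 10 cell cycle genes and a sum of 427 CPM in conventional dendritic-like wells, with 1 interaction, 6 cell cycle genes in stem-like wells, and -7.56 for unnamed wells, and too few plates held monocyte-like wells to be tested. Since the wells of the rest are what the first alternative changes, the cell cycle differences depend on them. Any other genes tied to division stayed in the clustering in both alternatives, so neither frees these differences from it.

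With each plate left out in turn, the genes between the experiments numbered 270 to 971, the antigen genes 1 to 4 (2 to 5 over the list alone), the dendritic cell genes 0 to 5 (2 to 11) and the cell cycle genes 0 to 4 (0 to 7). Over all genes, 0 dendritic cell and 0 cell cycle genes were called by edgeR without DL162 plate 1 (6 and 6 at an unadjusted p under 0.05) or plate 2 (8 and 7), which leaves 1 plate in that group, assumed to vary like the DL193 plates. By DESeq2, with all plates, they were 6 and 4. Flt3 lay at -0.074 to 0.25. The differences were -2617 to 1856 UMIs, -0.167 to 10.2 genes, -2.15 to 0.718 points of kept wells, -0.347 to 1.23 points of erythroid-like and -0.415 to 11.3 points of unnamed wells. Cell cycle genes called were 0 to 1 in conventional dendritic-like, neutrophil-like and plasmacytoid dendritic-like wells and 5 to 10 in monocyte-like wells. Plasmacytoid dendritic-like wells had 3 to 4 antigen genes, and the neutrophil-like cell cycle sum was -337 to 184 CPM. Interactions numbered 0 to 4 in conventional dendritic-like, 0 to 3 in myeloid progenitor-like and 0 to 2 in neutrophil-like wells. The cause was not tested.

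Of the called genes, 24.3% were higher in DL193, and 12.3% to 32.1% under the alternatives, with 12.3% and 13.3% without DL162 plate 1 or 2. Of 13 values of depth and quality, 11 kept their direction under other settings, as did 87 of 92 shares and 39 of 45 cell cycle sums. With 15 splits no share or depth could pass the threshold, so their stability concerns direction alone. Depth limits the smallest classes, since a count of 0 in 340 wells allows 0.882%.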

Other observations

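The tests of stem-like wells, of low rows by variance, of the heat shock counts in a few cells, of macrophage-like wells by row and of swapped sides were chosen only after the result was seen. The numeric limits behind each reading were set when the tests were coded, not in the written statements of what each explanation would show.

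Rows I to P of DL193 plate 2 had a median of 1582 UMIs per kept well, and 147 of its 148 kept wells fell into 1 unnamed cluster. If the wells held a mixture of the RNA of many cells, genes that vary between cells would vary between these wells no more than sampling gives. If they held single cells of low capture, those genes would vary as in rows A to H. The ratio of observed to sampling variance over 100 variable genes at 1000 UMIs was 1.18 (bootstrap 1.10 to 1.20) in the low rows, 1.32 (1.26 to 1.4) in rows A to H and 0.989 (0.949 to 1.04) in a simulated mixture. The low rows lay between both, so a partial mixture and low capture cannot be told apart. An earlier test on 200 abundant genes gave 1.28 in the low rows, within 1.13 to 2.07 of the 11 other groups of rows, 4 of which lay below it. In simulations, wells that drew on 1 shared profile gave 1.003, and wells that each held the neutrophil-like or the conventional dendritic-like profile gave 1.28. Both tests put the low rows above an even mixture, but the simulations hold no other spread between wells, so they do not exclude a mixture. Barcode hopping from the same well of the other DL193 plates is argued against. The largest same-well correlation of residual profiles was 0.00781, below the 97.5% point of shuffled wells (0.00909), where full hopping would give at least 0.41. No biological explanation was tested.

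Stem and multipotent progenitor-like wells made up 0.152% of DL162 and 24.9% of DL193. Lower depth in DL162 is argued against as the cause, since the lower DL162 median of 8641 UMIs lay within the range of the DL193 plates (2222 to 15642). Clusters that split by experiment, so that such wells went unnamed in DL162, remain possible. The summed CPM of 8 stem markers was lower in DL162 (158 on both plates) than in DL193 (227 to 344), a ratio of 0.554 of the means, which is far above the ratio of the shares. Every DL162 plate lay below every DL193 plate, as fewer stem-like cells would give, but the ratio was not under the limit of 0.5 used. Thinning named 43 and 53 DL162 wells stem-like. Of the 186 wells of the unnamed cluster led by Hspa1a and Prg2, 184 were of DL162. These held Cd34 at 307, Kit at 148, Ly6a at 32.3 and Hlf at 87.8 CPM, against 263, 231, 27.4 and 211 CPM in the stem-like wells of DL193. Meis1 (42.9 against 113 CPM) and Mecom (6.53 against 15.8 CPM) were lower there and Dntt higher (175 against 55.3 CPM). Hlf, Meis1 and Mecom were among the markers that named the stem-like wells, so lower values of these in another cluster are partly built in. Of the antigen genes, which were left out of the clustering, Cd34 and Ly6a were higher there and Kit lower. These genes therefore go both ways on whether these wells hold such cells. A real difference in composition, a split of clusters and an effect of depth therefore cannot be told apart. A biological difference between the experiments stays open, untested.

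Hspa1a, Hspa1b, Nr4a1 and Fos, which are heat shock and immediate early genes, were higher in DL162. The list of other stress genes was written after Hspa1a, Hspa1b, Nr4a1 and Fos had been seen, and before its values. A few cells as the whole cause are argued against. The 10% of cells with most Hspa1a and Hspa1b counts held 83.0% and 76.9% of them on the DL162 plates, but without them the plates still held 52.0 and 54.4 CPM, against at most 2.31 CPM in DL193 with all cells. An earlier test on the share of cells with a count did not decide this. A different mix of cell classes is argued against as well, since the genes were higher on both DL162 plates than on every DL193 plate within each of the 3 classes chosen before the values were seen, with a smallest ratio of plate means of 11.3. Neutrophil-like wells, 1 of the 3, had only 3 counts in DL193 (ratio of sums 29.2, 95% counting interval 9.74 to 143.8). Monocyte-like wells, looked at afterwards, gave a smaller ratio of 8.47 (5.09 to 15.2), and plasmacytoid dendritic-like wells, with 1 count in DL193, gave 56.1 (9.82 to 2241). Of 24 tested genes of the stress list, 21 were lower in DL193 and 18 were called lower, with 0 called higher and a median log2 fold change of -1.43, below all 10000 random lists. That median was -1.43 also with Atf3, which had 0 counts in DL193, at the bound that 3 counts allow. This rests mainly on the immediate early genes of the list. Of its 8 tested heat shock genes only Hspa8, Dnaja1 and Bag3 were called, and the 3 genes that were not lower, Hsp90aa1 (0.05), Hspe1 (0.24) and Hspd1 (0.40), were all heat shock genes. A stress response to cell handling in the first experiment, without a rise of every heat shock gene, may therefore explain these genes, and treatment or another biological difference between the experiments could do so as well, untested.

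Macrophage-like wells held few UMIs, 2381 on DL162 plate 1 and 5014 on plate 2 against 8641 and 10783 over all kept wells. Poor capture would lower spike-in UMIs alike. The macrophage-like wells held 0.916 and 0.955 times the median spike-in UMIs of all kept wells, which argues against poor capture as the whole cause, though the lower ratio is near the limit of 0.9 used. These wells may therefore have held less RNA, a hypothesis found on the same data.

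Macrophage-like wells of DL162 lay more often in rows A to H (25 and 18) than in rows I to P (4 and 3). Deeper libraries in rows I to P could hide them, but after thinning rows I to P held 3 in all against 13 and 16 in rows A to H, which argues against depth. Monocyte-like wells lay 48 to 23 and 46 to 28 in the same order, and conventional dendritic-like wells 1 to 17 and 5 to 19. After thinning, monocyte-like wells lay 32 to 12 and 40 to 20, and conventional dendritic-like wells 13 to 24 and 9 to 30. The conventional dendritic-like imbalance was therefore smaller at equal depth, with the same direction. What was sorted into which rows is not stated, and no biological explanation was tested.

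The calls in each class were set against splits that swap class and rest within plates. With 6 plates and 32 splits, chance can be excluded at 0.05 for a result taken alone for the antigen genes of conventional dendritic-like wells (1 split with as many), and for the antigen and cell cycle genes of myeloid progenitor-like wells (1 split each). These are the fewest that can occur, and over the 12 such tests, for which no adjustment was made, chance is not excluded. With 4 plates there were 8 splits and with 3 plates 4, too few to exclude chance. There, 1 split gave as many calls for the antigen and cell cycle genes of monocyte-like and of stem and multipotent progenitor-like wells and for the antigen genes of neutrophil-like and plasmacytoid dendritic-like wells. Where 0 cell cycle genes were called, every split gives as many by construction (32 in conventional dendritic-like, 8 in neutrophil-like and 4 in plasmacytoid dendritic-like wells), so nothing on chance follows there. The splits keep the clusters as they are, so they do not bear on what the clustering itself builds in.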
